A study of Mus musculus with 4 samples. Its data were reported in "The methyltransferase METTL3 negatively regulates nonalcoholic steatohepatitis (NASH) progression" (2021).

How the data were processed

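Libraries of m6A immunoprecipitated and input RNA came from livers of Mettl3flox/flox and HKO mice, 1 library per genotype and fraction. The submitters' processing notes name FastQC, BWA 0.7.12-r1039, MACS2 2.1.0, HOMER and the GRCm38 genome build. The study's methods name exomePeak as the peak caller, so the sources differ on the caller. Whether the libraries kept strand is not given in the sources used here.

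One table was analysed, with 14395 rows, in which a peak is repeated for each gene it overlaps. The rows were reduced to 12815 distinct peaks. Peaks had been merged across both genotypes, and the deposited table marks in which genotype each was called. The read counts per peak are those deposited by the authors, not normalized. The RPM values deposited by the authors equal the count plus 1, divided by the library total and scaled to RPM. The fold enrichment deposited by the authors is the ratio of IP RPM to input RPM in the same genotype. The log2 change deposited by the authors is the log2 ratio of the HKO to the flox fold enrichment. Enrichment and its change were computed again from the RPM values, and the largest difference from the deposited log2 change was 5.33e-15. The number of per-sample value columns not used was 0.

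The table used here gives no p or q for the comparison, so the planned threshold on q was replaced after the data were examined by a rule of size: a peak was lower or higher when its enrichment changed at least 2-fold. A gene was lower or higher when at least 1 of its peaks was. The 95% counting interval of a log2 change came from the reads of the 4 libraries with 1 added to each count. Its median standard error over peaks was 0.28. Median reads per peak were 224 in flox IP, 67 in flox input, 216 in HKO IP and 97 in HKO input. A count of 0 allows up to 3 reads, which is 0.169, 0.200, 0.174 and 0.163 RPM in these libraries. Shares have exact (Clopper-Pearson) 95% intervals over peaks, and medians have order-statistic 95% intervals.

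Peaks were placed on transcripts of the reference annotation of the same build. Of 7835 overlapped gene identifiers, 7834 were in the reference. An isoform marked as principal was used when it covered at least 90% of the best overlap. In all, 11588 peaks were placed on a transcript and 10349 on a coding one. Positions were taken at the middle of the exonic part of the peak, with windows of 200 nt around the stop codon and from the transcript start. Motifs were searched in the transcript sequence under each peak and in 100 dinucleotide-preserving shuffles of it.

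The 24 gene lists were fixed before the data were examined. The value of a gene was the change of its peak with the highest mean log2 enrichment. The median of a list was placed among 10000 random lists of the same size matched on deciles of mean input RPM, for lists with at least 3 genes. This describes these libraries and is not a p-value. Named genes were Mettl3, Cd36, Ccl2 and Srebf1, then the 10 largest falls and 10 largest rises among peaks at or above the median of 456 IP reads, 1 peak per gene and without predicted genes, then up to 4 members of each list with the strongest peak. Alternatives were other sizes of change, peak strength, placing points, windows, motifs, controls, gene values and matching. The lists of sex-biased and immediate-early genes used in the closing section were written after values of some members had been seen.

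The statistics were tested on simulated data. With counting error alone, a 4-fold fall in 200 of the 12815 peaks was called at least 2-fold lower in 97.0% of them, a 2-fold fall in 55.5%, and 1.61% and 1.35% of the unchanged peaks passed. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.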

Results

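Methylation of adenosine at N6 (m6A) in polyadenylated RNA was profiled in liver of Mettl3flox/flox mice (flox) and of mice with hepatocyte-specific deletion of Mettl3 (HKO), which encodes the catalytic subunit of the nuclear m6A writer complex. All mice had the C57BL/6 background, ate chow and were 8 weeks old. Fragmented RNA was precipitated with an m6A antibody, and the precipitated RNA (IP) and the RNA before precipitation (input) were sequenced. There were 4 libraries, 1 for each combination of genotype and fraction, each from RNA pooled from several mice. The library totals were 17784101 reads for flox IP, 14972301 for flox input, 17232466 for HKO IP and 18365473 for HKO input. Peaks held 46.5% of the flox IP reads and 39.4% of the HKO IP reads, against 19.98% and 20.4% of the input reads. With 1 library per group no difference has a replicate check, and no interval below covers variation between animals or libraries. Intervals of single peaks cover read counting error only, and those of shares and medians describe the sampling of peaks. Reads may include PCR copies, so the counting intervals are too narrow.

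The first question was whether the deleted gene and the genes at the centre of the study carried m6A. The table used here holds no peak in Mettl3, so the deletion could not be checked against the labels. It also holds no peak in Cd36, which encodes a fatty acid transporter, or in Ccl2, which encodes a monocyte chemoattractant. No peak overlapped Srebf1, which encodes a regulator of lipogenesis. The single peak listed with Srebf1 as its closest transcript start lay in the 3' UTR of the neighbouring gene Tom1l2, on chromosome 11 from 60229643 to 60230151 (GRCm38), 9293 nt from that start. Its enrichment over input was 2.59-fold in flox and 1.03-fold in HKO, a log2 change of -1.33 (95% counting interval -1.84 to -0.82).

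The second question was which transcripts had lower or higher m6A enrichment in HKO liver. Enrichment was at least 2-fold lower in HKO at 3116 of 12815 peaks (24.3%, exact 95% interval 23.6 to 25.1) and at least 2-fold higher at 801 (6.25%, 5.84 to 6.68). The lower peaks lay in 2702 of the 7835 genes with a peak and the higher peaks in 786, with 145 genes holding both kinds. Of the peaks changed by this size, 79.6% were lower. Among peaks at or above the median by IP reads, 94.9% were lower (1781 lower and 96 higher). When changes were centred on the median of peaks at transcript starts, which shifts every log2 change by -0.46, 95.8% were lower. Such a shift can only raise this share, so it is no check of the 79.6%. At 1.5-fold, 63.3% were lower. The centring and the 1.5-fold size were chosen after the data were examined. The table used here lists only peaks with enrichment above 1 in both genotypes, so a peak lost altogether from either library would not be counted.

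Among peaks at or above the median by IP reads, the largest fall was in the coding sequence of D17H6S53E (ENSMUSG00000043311, chromosome 17 from 35127176 to 35127452). Its enrichment was 16.4-fold in flox and 1.83-fold in HKO, a log2 change of -3.16 (-3.87 to -2.45). Ripk4, which encodes a receptor-interacting serine/threonine kinase, followed with a log2 change of -2.97 (-3.46 to -2.48) in its coding sequence. The 3' UTR peak of Lgalsl had a log2 change of -2.86, and the peak at the stop codon of Mrpl46, which encodes a mitochondrial ribosomal protein, one of -2.85. The peaks of Stam (-2.80), Rpp38 (-2.78), Rtn4rl1 (-2.76), Dipk2a (-2.75), Gimap9 (-2.75) and Inhbe (-2.75) completed the 10 largest falls on the log2 scale. Inhbe encodes a hepatokine of the activin family. Of these 10 peaks, Dipk2a alone was called in both genotypes and the others were called in flox alone. Their flox inputs held from 20 reads (D17H6S53E and Rpp38) to 123 (Dipk2a). All 10 had higher input in HKO, with log2 changes from 0.51 (Inhbe) to 2.89 (Rpp38), against a median of 0.22 over all peaks. The ranking used IP reads only, so it may favour peaks with a low or rising input.

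The largest rises were smaller. The coding sequence peak of Bmp5 (ENSMUSG00000032179, chromosome 9 from 75775860 to 75776575), a bone morphogenetic protein gene, had 1.97-fold enrichment in flox and 6.36-fold in HKO, a log2 change of 1.69 (1.11 to 2.27). Fcgr1, which encodes an Fc receptor of macrophages, had a log2 change of 1.51 (0.78 to 2.25), and Daam1, a gene of actin regulation, also had 1.51 (0.82 to 2.20). Itga8, which encodes an integrin of stellate cells, had 1.47 (0.69 to 2.26). The peak at the transcript start of G0s2, which encodes an inhibitor of triglyceride lipase, had 1.46 (1.12 to 1.81) and overlaps the gene Lamb3. Yif1b (1.46) and Arhgap45 (1.44) also ranked among the 10 largest. Mup11 (1.52) and Mup14 (1.43) ranked there too, but their HKO inputs held 8 and 2 reads, and Mup genes share sequence. The interval of Mup14 was -0.28 to 3.14. Sult2a8 ranked first, but its HKO input held 0 reads, so no fold is given. All of the 10 largest rises except Yif1b (0.20) had lower input in HKO. Outside Mup genes and Sult2a8 the log2 input changes of these ran from -1.20 (G0s2) to -0.12 (Fcgr1). The G0s2 peak held 588 IP reads in flox and 686 in HKO, with 240 and 128 input reads. The ranking may therefore favour peaks with a low or falling input.

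The third question was how the sets of called peaks differed between genotypes. In all, 8799 peaks were called in flox and 9933 in HKO. Of the 12815 peaks, 5917 (46.2%, 45.3 to 47.0) were called in both, 2882 (22.5%) in flox alone and 4016 (31.3%) in HKO alone. Of the peaks called in flox alone, 1747 (60.6%) had at least 2-fold lower enrichment in HKO. Of those called in HKO alone, 662 (16.5%) had at least 2-fold higher enrichment. The calls rest on the same libraries as the change, so part of these leanings follows from the selection. Peaks called in HKO alone were narrower, with a median width of 234 nt against 299 nt in flox alone. Among peaks above the median by IP reads, 70.3% were called in both genotypes.

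The fourth question was where along the transcript the peaks lay. Of 2381 peaks on coding transcripts called in flox alone, 53.1% (51.1 to 55.1) had their middle in the 3' UTR and 3.40% in the 5' UTR. Of 3105 such peaks called in HKO alone, 16.1% (14.8 to 17.4) lay in the 3' UTR and 22.2% in the 5' UTR. Within 200 nt of the stop codon lay 38.4% (36.5 to 40.4) of the flox-only peaks and 11.5% (10.4 to 12.7) of the HKO-only peaks. Within 200 nt of the transcript start lay 2.1% (1.56 to 2.76) and 26.4% (24.9 to 28.0). The differences were smaller over all peaks called in a genotype, with the shared peaks included. Near the transcript start lay 10.1% of the peaks called in flox and 18.8% of those called in HKO. Near the stop codon lay 31.7% and 21.8%, and in the 3' UTR 40.1% and 26.8%.

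**Figure D1:**
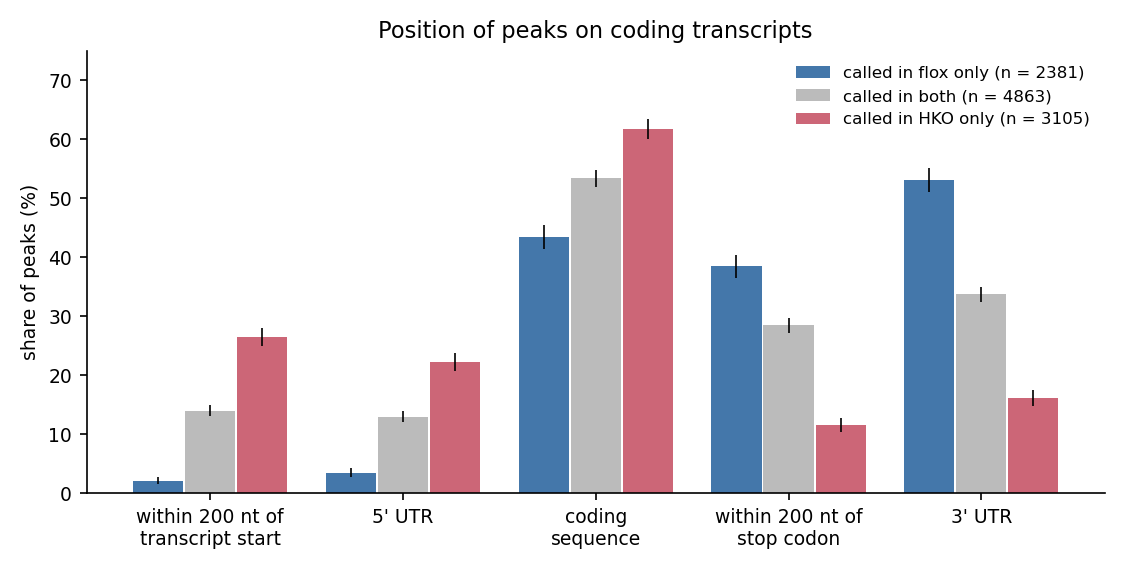
Share of peaks (%) by position on coding transcripts, for peaks called in flox alone, in both genotypes and in HKO alone; windows overlap with the UTR and coding classes, and error bars are exact 95% intervals over peaks. Near the transcript start the share goes from 2.1% in flox alone to 26.4% in HKO alone, and near the stop codon from 38.4% to 11.5%. Peaks called in both genotypes lie between, at 14.0% and 28.4%.

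Median enrichment at stop codon peaks was 3.49-fold in flox and 1.89-fold in HKO, and 42.2% of these 2656 peaks were at least 2-fold lower. At the 1963 peaks near a transcript start it was 2.04-fold in flox and 2.76-fold in HKO, and 1.63% were at least 2-fold lower. The median log2 change was -0.81 (-0.86 to -0.76) at stop codons and 0.46 (0.43 to 0.48) at transcript starts. In 658 genes with a peak at the start and another at the stop codon or in the 3' UTR, the latter had the lower change in 552 (83.9%), with a median difference of -1.02 (-1.10 to -0.94) on the log2 scale.

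**Figure D2:**
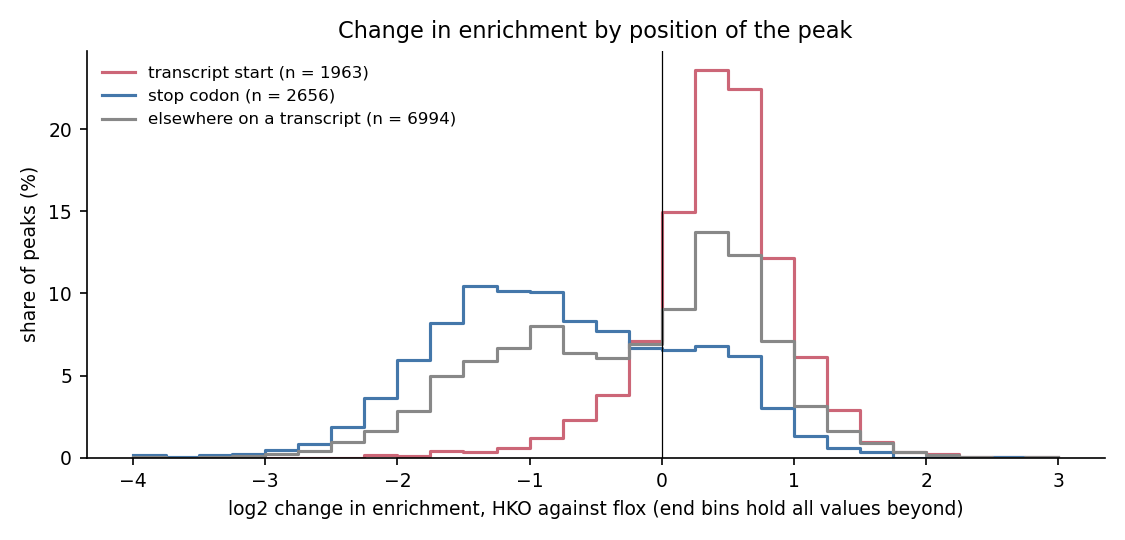
Share of peaks (%) by log2 change in enrichment, HKO against flox, for peaks within 200 nt of a transcript start, within 200 nt of a stop codon and elsewhere on a transcript, each line summing to its own group. The medians are 0.46 at transcript starts and -0.81 at stop codons.

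The fifth question was whether peaks carried the m6A motif. GGACT was present in 51.5% (49.6 to 53.5) of flox-only peaks placed on a transcript, 1.38 times its share in shuffled sequence of the same peaks, and 0 of 100 shuffles reached it. In HKO-only peaks it was present in 19.8% (18.5 to 21.1), 0.959 times the shuffled share, and 90 of 100 shuffles reached it. Peaks called in both genotypes held it in 44.8%, 1.16 times the shuffled share. All peaks called in HKO, shared ones included, held it in 34.7%, 1.11 times the shuffled share, and 0 of 100 shuffles reached it. All peaks called in flox held it in 46.9% (1.23 times). Peaks at least 2-fold lower in HKO held it in 61.6% (1.32 times) and peaks at least 2-fold higher in 19.9% (0.981 times). Away from transcript starts, peaks with GGACT had a median log2 change of -0.84 (-0.88 to -0.80) and peaks without it 0.13 (0.09 to 0.16).

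The sixth question was how groups of liver genes changed, using the peak with the strongest enrichment in each gene. Of 23 lists, 3 lay outside the central 95% of random lists, and 6.33% of 300 simulated lists of 15 genes with no shift did. Insulin signalling genes had a median log2 change of -1.02, at percentile 1.68 of random lists of the same size and input level. Of its 18 genes with a peak, 10 were at least 2-fold lower and 0 higher. Irs1, which encodes an insulin receptor substrate, had a log2 change of -3.31 (-4.84 to -1.77) near its stop codon. Over all its peaks Irs1 had only 4 input reads in flox and 14 in HKO. Pik3r1, which encodes a regulatory subunit of phosphoinositide 3-kinase, had -1.59 (-1.88 to -1.30) and Pik3ca, which encodes a catalytic subunit, had -1.02 (-1.48 to -0.56). The median of this list stood at percentile 6.52 when peaks near transcript starts were left out.

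Fatty acid oxidation genes had a median of 0.45 at percentile 98.1, with 4 of 15 genes at least 2-fold lower and 0 higher. The members split by position. Ppara, which encodes a nuclear receptor for fatty acids, had -2.03 (-2.29 to -1.77) near its stop codon, and Ppargc1a, which encodes a transcriptional coactivator, had -1.74 (-2.28 to -1.20) in its 3' UTR. Acadl and Ehhadh, which encode enzymes of fatty acid oxidation, had 0.99 (0.56 to 1.41) and 0.52 (0.09 to 0.96) near their transcript starts. Without peaks near transcript starts the list stood at percentile 81.5. Fibrosis genes had a median of 0.90 at percentile 99.2, from 4 genes, of which Col1a1 was at least 2-fold higher (1.21, 0.46 to 1.97). With the mean over the peaks of each gene, fibrosis stood at percentile 96.3 and fatty acid oxidation at 95.6, both inside the central 95%.

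The other lists lay inside the central 95% of random lists by their strongest peaks. Genes of m6A writers had a median of -1.07 at percentile 6.13, with 5 of 8 at least 2-fold lower, among them Wtap at -2.21 (-3.15 to -1.28). Circadian clock genes had -0.93 at percentile 5.45, with 6 of 13 lower, among them Rora at -1.88 (-2.24 to -1.53) and Nr1d2 at -1.13 (-1.51 to -0.74). Cholangiocyte markers had -1.65 at percentile 3.44 from 3 genes, and ubiquitin-mediated proteolysis had -0.69 at percentile 11.1. HIF-1 signalling had -0.32, cholesterol and bile acid genes -0.11, m6A erasers and readers -0.03 and lipogenesis genes -0.01. Cholesterol and bile acid genes had a median of -1.27 at percentile 1.485 without peaks near transcript starts, and -1.18 at percentile 1.22 among peaks above the median by reads. Among m6A erasers and readers, Ythdf2, which encodes an m6A reader, had -2.85 (-3.54 to -2.16). Among HIF-1 signalling genes, Crebbp, which encodes an acetyltransferase, had -1.57 (-1.99 to -1.14). ER protein processing had a median of 0.06, ribosomal proteins 0.14, inflammation 0.20, glycolysis and gluconeogenesis 0.22, VLDL secretion 0.28, xenobiotic metabolism 0.30, hepatocyte secreted proteins 0.37, histone acetylation 0.38 and fatty acid uptake 0.42. The direction turned for histone acetylation among peaks above the median by reads (-1.21) and with the mean over peaks (-0.08). Without peaks near transcript starts it turned for VLDL secretion (-0.13), xenobiotic metabolism (-0.09), ER protein processing (-0.06) and m6A erasers and readers (0.06). Dnajb9, which encodes a chaperone cofactor, had -2.15 (-2.37 to -1.93), and Apoa5, which encodes an apolipoprotein, had -1.42 (-1.45 to -1.39).

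Markers of other liver cells had medians of 0.28 for Kupffer cells and macrophages, 0.37 for endothelial cells and 0.30 for stellate cells. By their strongest peaks all 3 lists lay inside the central 95%, at percentiles 85.0, 93.6 and 79.1. Without peaks near transcript starts the Kupffer (98.45) and endothelial (98.9) lists lay above it and the stellate list (97.45) inside. Among peaks above the median by reads the Kupffer (97.8) and stellate (99.9) lists lay above it and the endothelial list (94.7) inside, and with the mean over peaks only the endothelial list (99.03) lay above it, against 93.5 for Kupffer and 84.2 for stellate markers. Kdr, which encodes a receptor for vascular endothelial growth factor, had 0.60 (0.37 to 0.84), and Eng, an endothelial coreceptor gene, had 0.28 (0.09 to 0.48). The input of the Kupffer and macrophage markers was higher in HKO, with a median log2 change of 0.67, and that of the endothelial markers was lower, at -0.47. The centring on transcript starts turned 13 of the 14 list medians above 0 to below 0, fatty acid oxidation and the 3 marker lists included, and left fibrosis at 0.45. Lymphocyte markers had 2 genes with a peak, too few for a percentile.

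**Figure D3:**
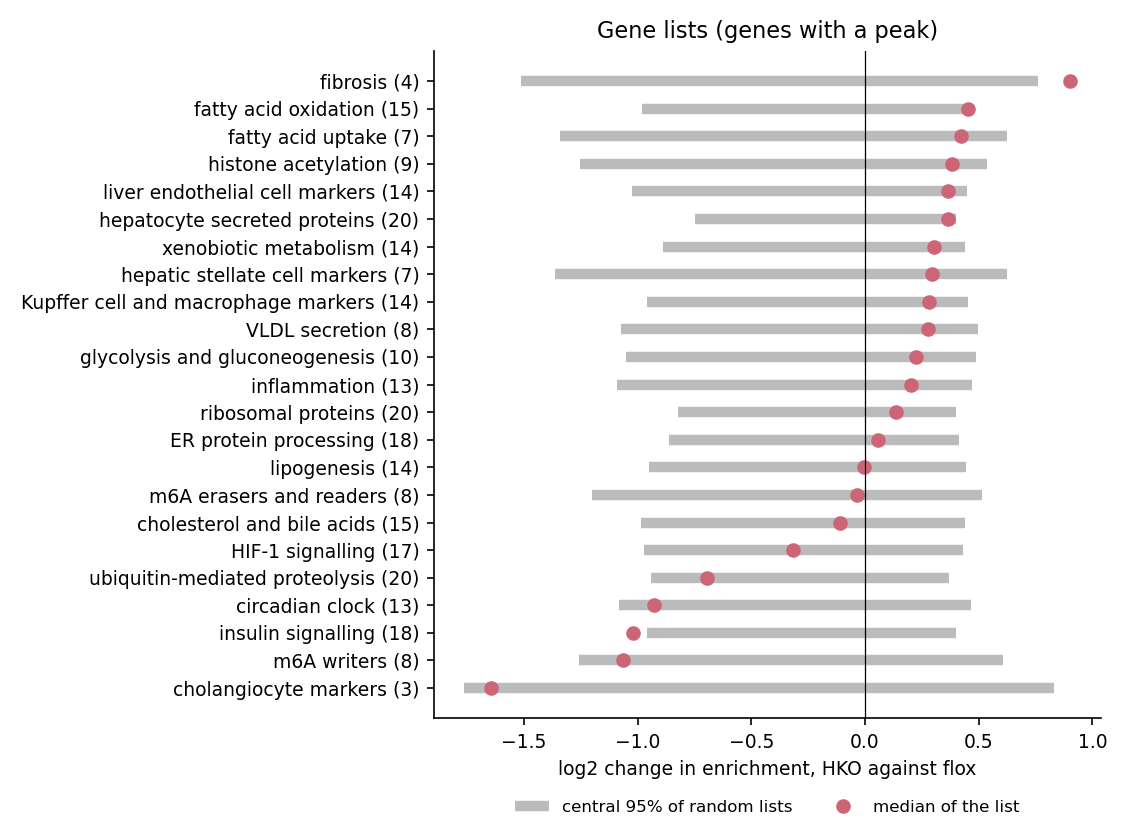
Median log2 change in enrichment, HKO against flox, of 23 gene lists with at least 3 genes with a peak (points; gene numbers in brackets), with the central 95% of medians of 10000 random lists matched on input level (grey bars). Insulin signalling lies below its bar at -1.02, and fatty acid oxidation (0.45) and fibrosis (0.90) lie above theirs, before any centring on transcript starts.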

Values the study reported

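The study reported m6A peaks in 6556 genes in livers of flox mice. It reported lower m6A in 3489 genes in HKO livers.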

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

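The tests of the mitochondrial peaks, of the denominator, of METTL3 in other cells and of hepatocyte RNA were chosen after the results they bear on had been seen, as were the checks without Mup genes, with hepatocyte peaks and of the first base.

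The input libraries, which the comparisons above use only as a denominator, differed in immediate-early genes, which respond fast to stress and handling. Their median log2 input change was 1.64 (1.08 to 2.96) over 26 genes, with 19 at least 2-fold higher in HKO and 0 at least 2-fold lower. The list was written after values of some members had been seen and those members were kept in it, so this median is not independent evidence. Summed over peaks, Atf3 had 68 input reads in flox and 5975 in HKO, and Jun had 1023 and 8283. The strongest peak was at least 2-fold lower in HKO in 14 of the 26 genes, against 2135 of all 7835 genes. Input is the denominator of enrichment, so genes with higher HKO input lean towards lower enrichment. This count is therefore not independent evidence either. In Myc its log2 change was -2.45. In Fos (-0.15, -1.26 to 0.97) and Atf3 (-0.08, -1.28 to 1.12) this peak held only 28 flox IP reads. Peaks of Fos and Atf3 with more reads had lower enrichment. The log2 change was -1.51 (-1.85 to -1.17) at the Fos stop codon peak and -2.51 (-2.89 to -2.12) at the Atf3 3' UTR peak. At this Atf3 peak the IP reads went up from 460 in flox to 5531 in HKO, and the input reads from 62 to 5444. The flox input of Egr2 held 0 reads, so no fold is given.

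Input reads of Mup11 (4653 in flox and 8 in HKO), Serpina1e, Sult2a8 and Egfr (1483 and 330) were lower in HKO. The other male-biased genes had a median log2 input change of -1.69 (-3.43 to -0.35), and the female-biased genes one of 0.62 (-0.79 to 1.80, percentile 97.56). Both medians pass the bounds set in advance. The female-biased genes were split, with 7 higher and 6 lower in HKO, of which 6 were at least 2-fold higher and 2 at least 2-fold lower. Without Mup genes, which share reads, the male-biased median was -0.39, short of that bound though at percentile 0.080 of random lists. A male-biased programme lower in the HKO pool and pools of different sex cannot be told apart here, since 0 peaks of the table lie in Xist or the listed genes of the Y chromosome. The test of a smaller share of hepatocyte RNA needs a fall of 1 on the log2 scale. A fall of that size is argued against by the median of hepatocyte secreted proteins, -0.10 (-0.28 to 0.07). Xenobiotic metabolism genes, named in the same test, had -0.41 (percentile 0.32, 11 of 14 lower), also short of it. A smaller loss cannot be excluded by this test, since input values are relative to the library total.

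Peaks at the transcript start had higher enrichment in HKO. Selection by the caller in the HKO library is argued against, since such peaks called in flox had a median change of 0.35 (0.32 to 0.38). The relative scale of the IP libraries is a candidate explanation: 5 mitochondrial peaks, in RNA outside the reach of the nuclear writer, had a median of 0.45 (0.29 to 0.52 over all 5), close to 0.46 at transcript starts. All 5 had lower input in HKO, with log2 changes from -0.60 to -0.16, against a median of 0.22 over all peaks. Input is the denominator, so these peaks cannot separate the scale of the IP libraries from a change in input. The mt-Nd5 peak from 11767 to 12049 is itself among the peaks near a transcript start. Methylation next to the cap (m6Am) stays open, since ribosomal protein genes had such peaks in 4 of 20 genes, at percentile 6.48 of random lists, but peaks at starts with an annotated A, the base m6Am needs, had a median of 0.46 (0.42 to 0.50), with overlapping intervals for G (0.46, 0.42 to 0.50), T (0.46, 0.39 to 0.52) and C (0.44, 0.39 to 0.49). Annotated starts can miss the true first base. The ribosomal protein list was drawn by symbol and also holds Rpl7l1, Rpl22l1, Rps27l, Rps4l, Rps3a2 and Rps3a3. The test takes its genes to lack m6Am, which was not checked for these members.

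Peaks away from the transcript start in Kupffer, endothelial and stellate cell genes did not fall in HKO on balance, with a median change of 0.49 (0.36 to 0.55) over 70 peaks, though the strongest peaks of Csf1r (-1.24) and Tek (-1.04) were at least 2-fold lower, and cholangiocyte markers (3 genes), which are not among these lists, had a median of -1.65. A change in transcript level is argued against, since the input of endothelial markers had a median of -0.47 and that of Kupffer markers 0.67 while enrichment changed alike. A lack of the motif is argued against, since their peaks with GGACT had 0.47 (0.31 to 0.60) against -0.85 in other genes. METTL3 kept in cells without the deletion may account for it, with the 3 lists within 0.070 of the median at transcript starts. It stays open, because hepatocyte secreted protein and xenobiotic genes also had a median of 0.22 (-0.46 to 0.53) at 16 such peaks with GGACT.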

How the results depend on the processing

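Alternatives on 1.5-fold changes, centring, counting intervals, strong shared peaks and peaks away from transcript starts were chosen after seeing the data. Changes of q to 0.01, a 50% overlap and lists limited to peaks under a q threshold were not run, since the table used here gives no q and its peaks are already merged. No paired analysis was possible because each group has 1 library. The cause was not tested for any value below unless its construction shows it. Among peaks at or above the median by IP reads, which are fewer, 1781 were lower and 96 higher, in 1705 and 102 genes, and 70.3% were called in both genotypes. At 1.5-fold 4590 peaks were lower and 2658 higher, the latter in 2281 genes, so that 63.3% of changed peaks were lower. Centred on transcript start peaks, 4714 peaks were lower and 205 higher, with higher peaks in 204 genes. By the strongest peak alone 472 genes were higher. With a 100 nt window, 22.3% of flox-only and 7.05% of HKO-only peaks lay at the stop codon. Placed by their 5' end, 3.82% and 33.4% lay at the transcript start. In flox-only peaks the ratio to shuffled sequence was 1.148 for GGAC, 1.003 for DRACH, which nearly every peak holds, and 1.56 for GGACT in a fixed window, and the ratio to antisense was 1.88. In HKO-only peaks it was 1.04 for GGAC, which 0 of 100 shuffles reached, and 1.09 to antisense. Lists below the central 95% of random lists numbered 2 with the mean over peaks, where cholangiocyte markers (1.615) joined, and 2 among peaks above the median by reads, where cholesterol and bile acids (1.22) joined, against 1. Lists above the central 95% numbered 1 with no matching, against 2, with fatty acid oxidation at percentile 97.49. The lists outside were not the same ones under every setting. With the mean over peaks, fibrosis (96.3) and fatty acid oxidation (95.6) were inside, and fatty acid uptake (98.1) and endothelial markers (99.03) were above. ER protein processing and m6A erasers and readers also changed sign among peaks above the median by reads (-0.15 and 0.23). Without peaks near transcript starts, insulin signalling was inside (6.52) and cholesterol and bile acids below (1.485). Centring took fatty acid oxidation from 0.45 to just below 0.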

Other observations

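The relations in this part were looked for after the data were seen. The rows at least 2-fold lower numbered 3489, but they hold 3116 distinct peaks, since a peak is repeated for each gene it overlaps, and 2702 distinct overlapped genes. Peaks called in flox overlapped 6191 genes.

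Transcripts with lower enrichment tended to have more input reads in HKO. Among 2765 genes with at least 2 peaks, the change of the strongest other peak was set against the input change at the first peak. Spearman rho was -0.23 across genes, which are not independent replicates, and -0.28 with the same peak for both. The transcript level of the gene enters both values, since input is the denominator of enrichment. The relation may therefore follow from the ratio itself. Where the other peak was at least 2-fold lower, the median log2 input change at the first peak was 0.62 (0.54 to 0.68), and where it was above 0 it was 0.21 (0.15 to 0.25). Genes listed by symbol as ribosomal proteins had a median log2 input change of 0.55, higher in 19 of 20 genes. Xenobiotic metabolism genes had one of -0.41, lower in 11 of 14. Dbp, a clock output gene named after its values were seen, had 959 input reads in flox and 105 in HKO.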
